# The GSK461364 PLK1 inhibitor exhibits strong antitumoral activity in preclinical neuroblastoma models

**DOI:** 10.18632/oncotarget.14268

**Published:** 2016-12-27

**Authors:** Kristian W Pajtler, Natalie Sadowski, Sandra Ackermann, Kristina Althoff, Kerstin Schönbeck, Katharina Batzke, Simonäfers Sch, Andrea Odersky, Lukas Heukamp, Kathy Astrahantseff, Annette Künkele, Hedwig E Deubzer, Alexander Schramm, Annikaüssel Spr, Theresa Thor, Sven Lindner, Angelika Eggert, Matthias Fischer, Johannes H Schulte

**Keywords:** polo-like kinase 1, pediatric solid tumors, targeted therapy, *MYCN*

## Abstract

Polo-like kinase 1 (PLK1) is a serine/threonine kinase that promotes G2/M-phase transition, is expressed in elevated levels in high-risk neuroblastomas and correlates with unfavorable patient outcome. Recently, we and others have presented PLK1 as a potential drug target for neuroblastoma, and reported that the BI2536 PLK1 inhibitor showed antitumoral actvity in preclinical neuroblastoma models. Here we analyzed the effects of GSK461364, a competitive inhibitor for ATP binding to PLK1, on typical tumorigenic properties of preclinical *in vitro* and *in vivo* neuroblastoma models. GSK461364 treatment of neuroblastoma cell lines reduced cell viability and proliferative capacity, caused cell cycle arrest and massively induced apoptosis. These phenotypic consequences were induced by treatment in the low-dose nanomolar range, and were independent of *MYCN* copy number status. GSK461364 treatment strongly delayed established xenograft tumor growth in nude mice, and significantly increased survival time in the treatment group. These preclinical findings indicate PLK1 inhibitors may be effective for patients with high-risk or relapsed neuroblastomas with upregulated PLK1 and might be considered for entry into early phase clinical trials in pediatric patients.

## INTRODUCTION

Neuroblastoma is the most common extracranial solid tumor in childhood [1]. It is characterized by a broad biological heterogeneity based on molecular genetic variations in *MYCN* oncogene copy number, chromosomal ploidy changes or partial losses and gains, alterations in neurotrophin receptor expression that correlate to different degrees with clinical outcome [2] and with recurrent mutations in a few genes [3]. Clinical course ranges from complete spontaneous regression or differentiation of low-stage or stage 4s neuroblastomas, even without therapeutic intervention, to widespread metastatic disease that is refractory to aggressive multimodal therapies. Although treatment of solid tumors in childhood has significantly improved over the past decades, overall survival in high-risk neuroblastoma patients remains less than 40% despite intensive therapy regimens [1]. While 20% of neuroblastomas harbor *MYCN* amplifications, directly classifying them as high-risk, around 50% of high-risk tumors lack *MYCN* amplification and display molecular diversity within the high-risk tumor group [1, 4]. Since 40 to 50% of patients initially diagnosed with neuroblastoma must be assigned to the high-risk group [5, 6], treatment of this disease remains challenging for pediatric oncologists and novel therapeutic options are still urgently needed.

Loss of cell cycle regulatory control is a major hallmark of many cancers, including neuroblastoma [7, 8]. The serine/threonine kinase, polo-like kinase 1 (PLK1), is an essential regulator promoting entry into the mitotic phase from the G2/M transition point in the cell cycle of nontransformed cells and after a DNA damage checkpoint arrest [9–11]. There is increasing evidence that elevated PLK1 activity might serve as a tumor-promoting force by stimulating mitotic transcriptional programs to evade the DNA damage checkpoint [12, 13]. PLK1 expression is higher in cancer cells than in nontransformed cells, and promotes G1/S transition and DNA replication in addition to the G2/M phase transition [14–16]. PLK1 dysregulation is initiated early in carcinogenesis, and promotes cellular processes necessary for oncogenesis and enhances pro-oncogenic signaling networks, including TP53 and RB1 [17–20].

A wide variety of cancers including entities predominantly occurring in children overexpress PLK1 [21–29]. PLK1 was identified as one of the most important survival kinases for rhabdomyosarcoma in a genome-wide siRNA library screen [21]. Inhibiting PLK1 in xenografts or cell lines deriving from osteosarcoma and medulloblastoma, another embryonal tumor of childhood, suppressed proliferation and induced apoptosis [22–24, 29]. Abbou and colleagues recently demonstrated preclinical efficacy of PLK1 inhibition in a wide panel of pediatric malignancies independent of tumor histology [30]. PLK1 upregulation in primary neuroblastomas strongly correlates with high-risk disease [6]. We and others have previously demonstrated that PLK1 is a potential therapeutic target in neuroblastoma, and that inhibition with the small molecule, BI2536, effectively decreased growth in cell and mouse models [6, 31]. Normal, but not cancer, cells have previously been shown to survive PLK1 depletion [32]. A small molecule screen to identify kinase inhibitors that suppress neuroblastoma tumor initiating cell (TIC) proliferation identified PLK1 as a promising target whereas only exceedingly high inhibitor concentrations were cytotoxic for neural stem cells in this screen [33]. These results indicate that targeting this aberrant mitotic kinase signaling pathway in precision therapies that combine targeted drugs and standard chemotherapy could benefit patients with high-risk neuroblastoma.

The three PLK1 inhibitors currently furthest in clinical development are the dihydropteridinone derivatives, BI2536 and BI6727 (volasertib), and the imidazotriazine, GSK461364 [34–37]. All three are competitive inhibitors of ATP-kinase binding. GSK461364 treatment produced fewer side effects related to toxicity than BI2536. Side effects in patients treated with GSK461364 included vein thromboses in patients not co-treated with low molecular weight heparin and mild myelotoxicity [36, 38]. GSK461364 treatment at half-maximal inhibitory concentrations (IC50) below 100 nM inhibited proliferation in multiple tumor cell lines [35, 39, 40]. Here we evaluated the ability of GSK461364 to inhibit neuroblastoma cell viability and proliferation and to induce death in cell lines with different *MYCN* copy number backgrounds, and to suppress xenograft tumor growth in nude mice.

## RESULTS

### PLK1 pathway inhibition by GSK461364 reduces viability and clonogenicity of neuroblastoma cells

Neuroblastoma cell lines have previously been shown to express high PLK1 protein levels, similar to expression in primary tumors [6]. To survey a broad range of aggressive neuroblastoma subtype backgrounds, we selected neuroblastoma cell lines either lacking (SK-N-AS, SH-SY5Y, SH-EP) or harboring (Kelly, IMR32, SK-N-BE) *MYCN* amplifications for *in vitro* analyses. We assessed cellular viability using MTT assays. GSK461364 treatment significantly reduced viability of neuroblastoma cells in culture (Figure 1A and 1B). Fifty percent inhibition of growth (GI50) was observed at inhibitor concentrations below 20 nM in our cell line panel. Viability was comparably suppressed in all cell lines, regardless of whether they harbored *MYCN* amplifications or *TP53* mutations. To insure that GSK461364 was inhibiting PLK1 activity in our experiments, we assessed expression and phosphorylation of target proteins downstream of PLK1 in treated and untreated SK-N-AS and IMR-32 cells comprising MST1, MST2, pMST1/2, WEE1 and pWEE1 (Supplementary Figure 1). We next assessed clonal expansion in the SK-N-AS (*MYCN* single copy) and IMR32 (*MYCN*-amplified) cell lines treated with GSK461364 in colony forming assays. Continuous exposure of the SK-N-AS and IMR32 cell lines to GI50 or GI80 GSK461364 concentrations for 10 days fully inhibited colony formation (Figure 1C and 1D). Pulsed GSK461364 treatment for only 24 hours with GI80 still reduced colony formation by more than 50% after 10 days in culture (Figure 1C and 1D). Our experiments show that GSK461364-mediated PLK1 inhibition significantly reduced neuroblastoma cell viability and colony-forming ability *in vitro*, even when applied in short-term treatment pulses. These effects were independent of the molecular background imparted by *MYCN* and *TP53* status.

**Figure 1:**
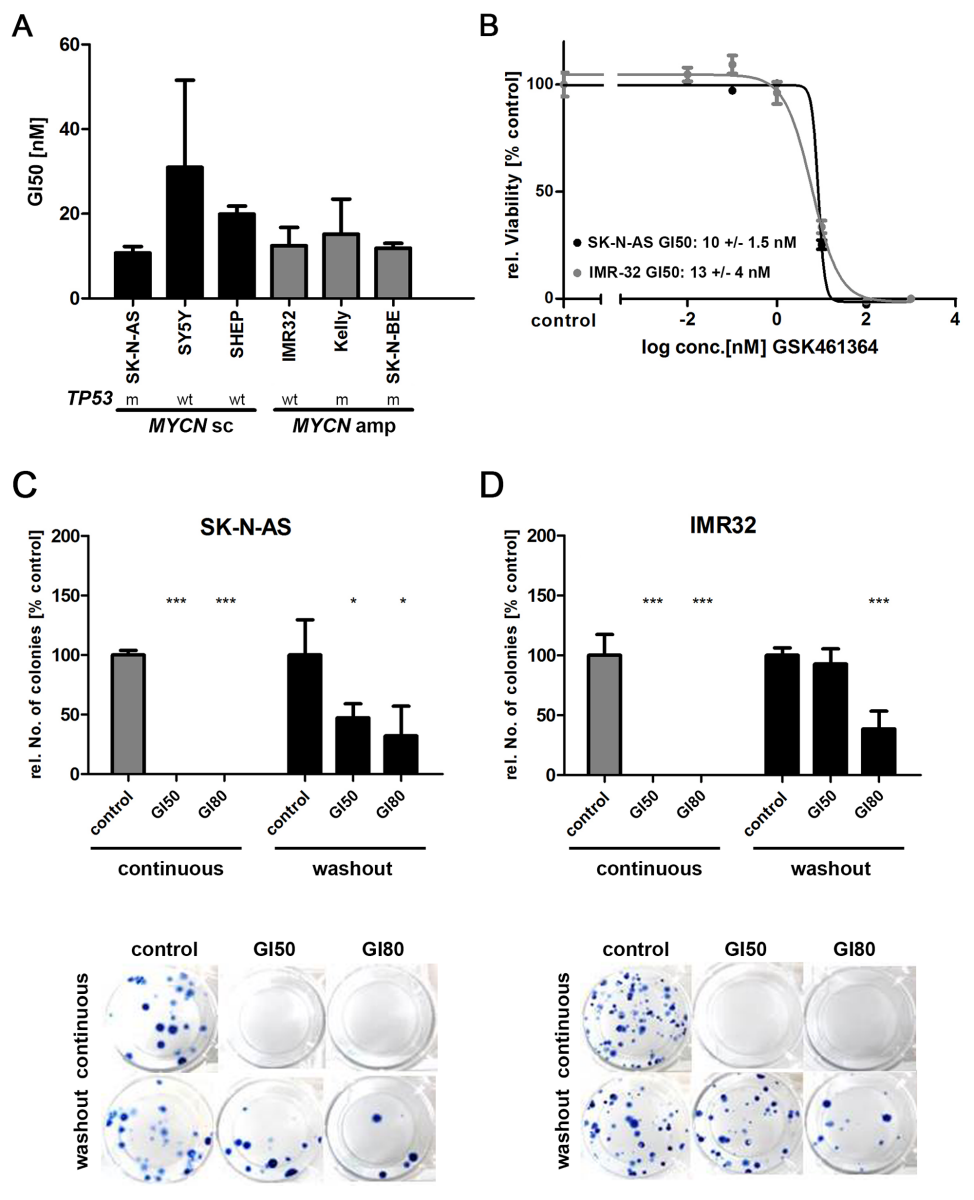
GSK461364-mediated PLK1 inhibition reduces cell viability and clonogenicity in neuroblastoma cell lines **A**. Neuroblastoma cell lines were treated with 0.01-1000nM GSK461364 or control medium containing equivalent DMSO carrier concentrations for 72 hours, then cell viability was measured using the MTT assay. Bars represent GI50 values calculated for each cell line. *MYCN* status (sc = single copy; amp = amplified) and *TP53* status (wt = wild-type; m = mutated) of cell lines is indicated. **B**. Representative dose-response curves of neuroblastoma cell lines SK-N-AS and IMR32, with single copy and amplified *MYCN* status, respectively. Cells were treated with indicated concentrations of GSK461364 for 72 hours and changes in cell viability relative to solvent-treated cultures was measured by the MTT assay. **C**. SK-N-AS or **D**. IMR32 cell lines were either continuously treated over 10 days with GSK461364 at GI50 or GI80 or GSK461364 was relieved from the cells after incubation for 24 hours by repeated replacement of the cell culture medium (wash out). Colony forming ability was assessed for both experimental settings after 10 days using a clonogenic cell survival assay. Solvent-treated cultures (0.1% DMSO) were used as control. ***p<0.001, *p<0.05

### PLK1 inhibition reduces proliferation and induces cell cycle arrest and apoptosis in neuroblastoma cells

We next explored how GSK461364 inhibits neuroblastoma cell viability. We assessed proliferation and apoptosis in the SK-N-AS and IMR32 cell lines after short- and long-pulsed GSK461364 treatment, and flow cytometrically monitored cell cycle phase distribution in treated versus control cell cultures. Flow cytometric analyses were conducted after 24 and 72 hours of GSK461364 treatment. A larger proportion of cells treated with GI50 or GI80 concentrations of GSK461364 were in G2/M compared to untreated cultures (Figure 2A). These results are consistent with a previous report that PLK1 activity is necessary for mitotic entry from G2/M arrest induced by DNA damage [41], and indicate that GSK461364-mediated PLK inhibition prevents neuroblastoma cell cycle progression. The effects of GSK461364 on G2/M arrest and apoptosis in neuroblastoma cells did not appear to be influenced by the cellular *MYCN* background (single copy vs. amplified). BrdU incorporation 24 hours after beginning GSK461364 treatment at GI50 concentrations was significantly reduced in SK-N-AS and IMR32 cells compared with untreated cultures (Figure 2B). Proliferation, as measured by BrdU incorporation, was also further reduced by treating cells with the GI80 or 5-fold GI50 GSK461364 concentrations. GSK461364 treatment also increased the proportion of sub-G1 cells, which includes apoptotic cells (Figure 2A). Treatment at GI80 resulted in slightly more sub-G1 cells than treatment at GI50, and the effect was most pronounced after 72 hours of treatment. We confirmed that GI50 GSK461364 concentrations significantly induced apoptosis in SK-N-AS and IMR32 cells using the cell death detection ELISA™ (Figure 2C), and apoptotic cell fractions rose further when GSK461364 concentrations were increased to GI80 or 5-fold GI50. These data demonstrate that GSK461364 inhibits proliferation and induces both cell cycle arrest at the G2/M restriction point and apoptosis in neuroblastoma cells, regardless of *MYCN* status.

**Figure 2:**
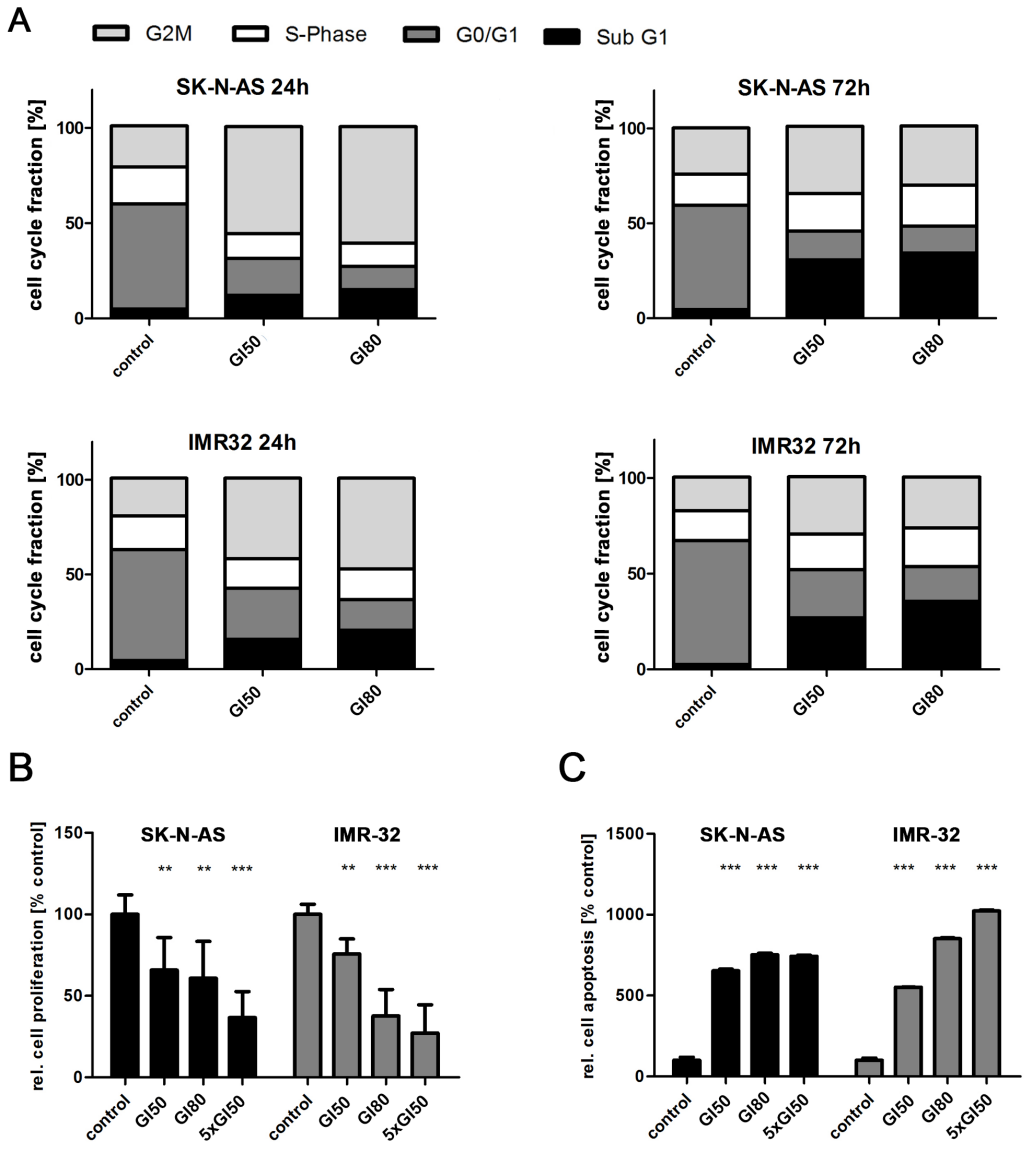
Inhibiting PLK1 with GSK461364 suppresses proliferation and induces both cell cycle arrest and apoptosis in neuroblastoma cells **A**. Fractions of SK-N-AS and IMR32 neuroblastoma cells in each point of the cell cycle measured by flow cytometry after 24 and 72 hours of treatment with GSK461364 at GI50 or GI80 or with solvent as control. **B**. BrdU ELISA performed after GSK461364 treatment of SK-N-AS and IMR32 neuroblastoma cells at GI50, GI80 or 5-fold GI50 for 24 hours. Bar graph shows mean proliferation (±SD) in relation to control (0.1% DMSO). **p<0.01, ***p<0.001 **C**. Degree of apoptosis in SK-N-AS and IMR32 neuroblastoma cells in relation to control after 24 hours of treatment with GI50, GI80 or 5-fold GI50 of GSK461364 detected by cell death ELISA (mean ±SD). ***p<0.001.

### Cell cycle regulators are differentially expressed following PLK1 inhibition by GSK461364

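The data behind the expression profiles are 6 Affymetrix HG-U133 Plus 2.0 arrays of SK-N-AS, an established human neuroblastoma cell line. There were 3 arrays of cells incubated for 24 h with GSK461364, an inhibitor of PLK1, and 3 arrays of control cells in medium with 0.1% DMSO, and the sample labels number them as biological replicates 1 to 3 of each group. The paper's methods give a dose of 500 nM, while the sample labels give 5 nM and the series design gives 1 nM, and the paper's dose is used here. The authors corrected and normalized all arrays by gcRMA, summarized them on a log2 scale and kept for each gene the probe with the highest mean. The deposited table holds 10177 genes, 1 row per gene, and every gene lies above a log2 value of 5 on at least 1 array. The median log2 value of an array was between 9.84 and 9.87. Arrays have no read depth, and their number limits the precision. The methods keep log2 values above 5, which was read here as the mean over all 6 arrays, and 10041 genes remained. This is stricter than the filter of the deposited table. It leaves out 12 of the 53 names printed in Fig. 3A, so the authors did not filter by this mean. GSK461364-treated cells and controls were compared with limma on these log2 values, with Benjamini-Hochberg adjustment over all genes tested and an adjusted p under 0.05 as the threshold. The gene sets of the paper's enrichment analyses were not used here. In their place, 30 gene lists fixed before the data were examined were tested with camera of limma, at its preset correlation between genes of 0.01 and adjusted over all lists. All changes are log2 fold changes of GSK461364-treated cells over controls, so that a negative value is a lower level after treatment, and each SD is over 3 arrays.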

We analyzed gene expression profiles from treated and untreated SK-N-AS cells to investigate molecular mechanisms behind the GSK461364 influence on the neuroblastic cell cycle. Unsupervised hierarchical clustering clearly separated untreated from GSK461364-treated cells (Figure 3A). 

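After GSK461364 treatment, 2047 of 10041 genes (20.4%) were higher and 1596 (15.9%) were lower at an adjusted p under 0.05 from limma. Most changes were small, with 80 of these genes changed 2-fold or more, 22 of them higher and 58 lower. Rank Product, the test named in the paper's methods and computed here separately, called fewer genes, 225 higher and 252 lower. CCNE2, which encodes cyclin E2 of the G1/S transition, had the largest fall among genes whose groups did not overlap, from a log2 value of 10.88 ± 0.04 in controls to 8.64 ± 0.10 in treated cells (SD, n = 3 arrays each). This is a log2 fold change of -2.25 (standard error 0.06, adjusted p = 4.75e-05 from limma). The largest rise was in the row of SNORD114-3, a small nucleolar RNA, with a log2 fold change of 2.37 (standard error 0.06, adjusted p = 4.75e-05 from limma). The row named RNA45S5, for the precursor of ribosomal RNA, rose by 1.92, and RAB11FIP3, an effector of the Rab11 GTPase, rose by 1.63. The SNORD114-3 and RNA45S5 rows were not traced to a probe here. HINT3 rose by 2.01, SLC6A16 by 2.15, CLHC1 by 1.35 and the row named LOC728061 by 1.46. NOMO3, which has near-identical gene copies that a probe may not tell apart, rose by 2.30. MMP3, a matrix metalloproteinase, and ADORA2B, an adenosine receptor, each rose by 1.35, and the call of ADORA2B ended without DMSO replicate 3 (adjusted p = 0.0528 from limma). Over all 10041 genes, hierarchical clustering with Manhattan distance and complete linkage placed the controls on one branch and the treated cells on the other. The mean distance per gene was 0.194 log2 units between the groups, against 0.0842 among controls and 0.0968 among treated cells. The ratio of the mean distance between groups to that within groups was 2.15 (one-sided exact permutation test, p = 0.1, the smallest that 10 splits of 6 arrays allow). The groups did not overlap at 5143 genes (51.2%), where chance gives 10%.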

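Most S-phase genes fell and most G2/M genes rose in GSK461364-treated cells. Of 43 genes of the S-phase list, 40 were lower at an adjusted p under 0.05 from limma, also 40 when adjusted over the list alone, with a median log2 fold change of -0.51. None was higher, either at an unadjusted p under 0.05 from limma or by Rank Product. WDR76 fell by 1.95 (standard error 0.12, adjusted p = 0.000353 from limma). MCM6, a subunit of the replicative helicase, fell from 12.68 ± 0.03 to 11.26 ± 0.04 (SD, n = 3 arrays each), a log2 fold change of -1.41. Of 54 genes of the G2/M list, 40 were higher and 3 lower (42 higher and 4 lower when adjusted over the list alone), with a median of 0.35. CDC20, an activator of the anaphase-promoting complex, rose from 11.95 ± 0.08 to 13.01 ± 0.02 (SD, n = 3 arrays each), a log2 fold change of 1.05 (standard error 0.05, adjusted p = 0.000135 from limma). HMMR, a spindle assembly factor, rose by 1.00, the mitotic kinase gene AURKA by 0.86 and the spindle checkpoint kinase gene BUB1 by 0.84. The 3 lower genes, named after their values were seen, were CBX5 at -0.47, CDK1, the kinase of mitotic entry, at -0.44 and HN1 at -0.29. MKI67, a proliferation marker, had a log2 fold change of 0.33, and its call ended without DMSO replicate 1 (adjusted p = 0.0883 from limma), without DMSO replicate 3 (0.0925) or without GSK461364 replicate 1 (0.0688). Of 34 measured genes of DNA replication, 16 were lower, also 16 when adjusted over the list alone, with a median of -0.17. None was higher (1 at an unadjusted p under 0.05 from limma or when adjusted over the list alone, none by Rank Product). The lower genes included all 6 subunits of the MCM helicase, among them MCM5 at -0.98 and MCM2 at -0.76, and PCNA, the polymerase clamp, at -0.86. The adjusted p from camera was 2.14e-23 for the S-phase list, 5.75e-11 for the G2/M list and 6.27e-06 for DNA replication. With an estimated correlation, the S-phase list kept its call (adjusted p = 0.0112), while the G2/M list (adjusted p = 0.117) and DNA replication (adjusted p = 0.135) did not. Ribosomal protein genes gave no call, with none of 37 higher or lower from limma (3 higher and none lower at an unadjusted p under 0.05, none by Rank Product, 2 higher by the methods' t-test after Benjamini-Hochberg adjustment) and a median of 0.02. Their median control level was 15.5, close to the highest value on each array of 16.4, where a change may show less.

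**Figure D1:**
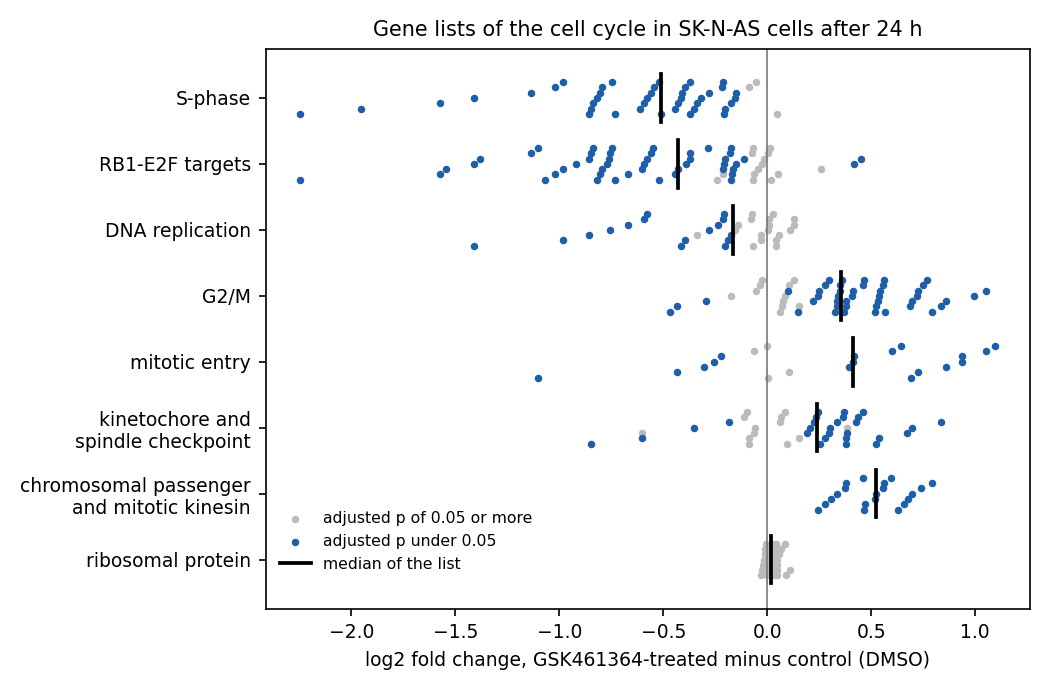
Log2 fold change of GSK461364-treated SK-N-AS cells over controls (horizontal axis) for each measured gene of 8 gene lists, with 1 point per gene from 3 arrays per group. Blue points have an adjusted p under 0.05 from limma, grey points do not, black bars are medians, and the vertical spread within a list only separates points. The S-phase genes lie mostly left of 0 (median -0.51), the G2/M genes mostly right of it (median 0.35) and the ribosomal protein genes at 0.02.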

Gene set enrichment analyses identified increased expression of genes associated with G2/M and a decline in expression of genes essential for S-phase transition (Figure 3B and 3C). 

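Genes known to be activated by E2F factors and repressed through RB1 were mostly lower in GSK461364-treated cells. Of 61 such genes measured, 45 were lower and 2 higher at an adjusted p under 0.05 from limma (46 lower and 2 higher when adjusted over the list alone), and the median log2 fold change was -0.43. CCNE1, which encodes cyclin E1, fell from a log2 value of 10.55 ± 0.08 to 9.00 ± 0.03 (SD, n = 3 arrays each), a log2 fold change of -1.54 (standard error 0.05, adjusted p = 6.13e-05 from limma). E2F8, an atypical E2F factor that represses transcription, fell from 8.32 ± 0.16 to 6.75 ± 0.09 (SD, n = 3 arrays each), and the zinc finger gene ZNF367 fell by 1.38. The 2 higher genes, named after their values were seen, were CCNA2, which encodes cyclin A2 of S-phase and G2, at 0.42 and the Fanconi anaemia gene FANCD2 at 0.45. The list's adjusted p was 1.07e-18 from camera (adjusted p = 0.0112 with an estimated correlation). It shares 27 genes with the S-phase list and 11 with DNA replication, so the lists are not independent of each other. E2F1 was not analysed here.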

Three gene sets associated with the E2F transcription factor family, E2F3 and E2F1 were among the most downregulated in GSK461364-treated cells (Figure 3B, 3C and Supplementary Table 1 and 2). We also validated E2F1 and E2F3 downregulation in GSK461364-treated SK-N-AS and IMR-32 cells using western blotting (Supplementary Figure 1). We also applied GSEA analysis for cancer-related signatures to the expression data from GSK461364-treated and untreated SK-N-AS cells. Genes known to be upregulated by RB1 tumor suppressor loss (gene set RB_DN.V1_UP) were downregulated in GSK461364-treated cells compared to untreated controls (Supplementary Table 2). 

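The fall was also present in RB1-E2F targets that are not S-phase genes. Of the 34 targets outside the S-phase list, 18 were lower and 2 higher at an adjusted p under 0.05 from limma, with a median log2 fold change of -0.17. Of the 16 S-phase genes outside the RB1-E2F list, 13 were lower and none was higher, with a median of -0.35. RBL1, which encodes the RB1-related protein p107 and is itself an E2F target, fell from a log2 value of 9.45 ± 0.18 to 8.38 ± 0.06 (SD, n = 3 arrays each), a log2 fold change of -1.07 (standard error 0.09, adjusted p = 0.000866 from limma). The RB1 transcript was lower too, at 11.17 ± 0.08 against 11.46 ± 0.03 in controls (SD, n = 3 arrays each), a log2 fold change of -0.28 (standard error 0.05, adjusted p = 0.00586 from limma). RBL2, the third RB family member, had a log2 fold change of 0.13 (standard error 0.05, adjusted p = 0.0979 from limma). It passed without GSK461364 replicate 1, at an adjusted p of 0.0235. The CDK4 transcript, whose kinase inactivates RB1, had a log2 fold change of -0.14. Its call ended without DMSO replicate 1, 2 or 3 or without GSK461364 replicate 2, at adjusted p values from 0.0613 to 0.0673 from limma.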

Since RB1 regulates the G1/S transition via E2F transcription factors [42, 43], these results are in line with our observed drop in gene expression associated with S-phase transition. We conclude that GSK461364 treatment not only induces expression patterns associated with a G2/M arrest, but might also inhibit G1/S transition via the RB1-E2F axis in neuroblastoma cells.

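More genes of mitotic entry and of the mitotic apparatus were higher than lower in GSK461364-treated cells, with members that went either way, while the E-type cyclin genes of G1/S fell. The PLK1 transcript, whose product GSK461364 inhibits, rose from a log2 value of 5.89 ± 0.02 to 6.99 ± 0.14 (SD, n = 3 arrays each), a log2 fold change of 1.09 (standard error 0.07, adjusted p = 0.00042 from limma). The PLK1 row is weakly hybridised, with a control mean below log2 7, so the size of its rise is uncertain. It was not traced to a probe here. Of 21 genes of mitotic entry, 12 were higher and 5 lower, also when adjusted over the list alone, with a median of 0.41. BORA, an activator of Aurora A towards PLK1, rose by 0.94. FBXO5, an inhibitor of the anaphase-promoting complex, fell by 1.10 and WEE1, the inhibitory kinase of CDK1, by 0.31. All 20 measured genes of the chromosomal passenger complex and the mitotic kinesins were higher, also when adjusted over the list alone, with a median of 0.52. Among them TPX2 rose by 0.79, KIF18A by 0.74, PRC1 by 0.70 and KIF4A by 0.68. Of 40 kinetochore and spindle checkpoint genes, 23 were higher and 4 lower (23 higher and 6 lower when adjusted over the list alone), with a median of 0.24. NUF2, of the outer kinetochore, rose by 0.69 and SGOL2, a protector of centromeric cohesin, by 0.67, while CENPC, of the inner kinetochore, fell by 0.85. Of 13 G1 cyclins, their kinases and CDK inhibitors, 5 were lower and 1 higher (7 lower and 1 higher when adjusted over the list alone), with a median of -0.14. CDK2 fell by 0.35 and the CDK4/6 inhibitor gene CDKN2B rose by 0.56, while CDKN1A, which encodes p21, was at -0.04 (adjusted p = 0.38 from limma). CCND3, which encodes cyclin D3, was at -0.42, and its call ended without DMSO replicate 1 (adjusted p = 0.067 from limma) or without DMSO replicate 3 (0.0718). The adjusted p from camera was 0.0144 for mitotic entry, 8.04e-11 for the chromosomal passenger and kinesin list, 0.00168 for the kinetochore list and 0.00627 for the G1 list, and each call ended with an estimated correlation (adjusted p = 0.117 for each). The call of the G1 list also ended with fgsea (adjusted p = 0.0555). The paper reports a rise of G2/M genes and a fall of S-phase genes, E2F gene sets and genes that RB1 loss raises. It also reports lower E2F1 and E2F3 by western blotting, more cells in G2/M by flow cytometry and less BrdU incorporation. The flow cytometry and BrdU assays used SK-N-AS and IMR32 cells at doses set by growth inhibition in the viability assay. The methods give 500 nM for the arrays, so those assays and the arrays may not reflect the same exposure. The paper concludes that GSK461364 induces a G2/M arrest pattern and proposes that it also inhibits G1/S transition through RB1 and E2F.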

**Figure 3:**
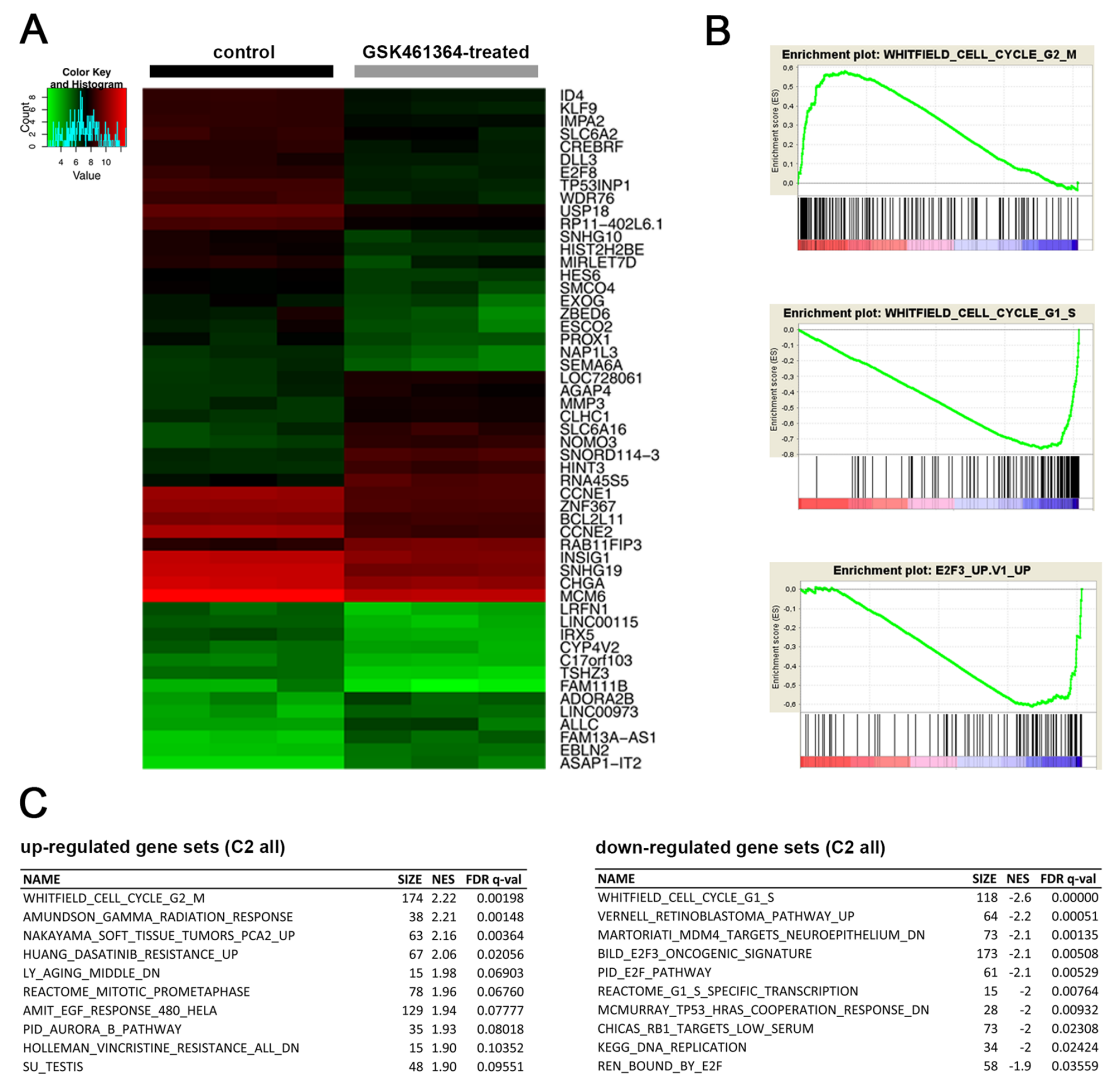
Cell cycle regulators are differentially expressed following GSK461364-mediated PLK1 inhibition **A**. Heatmap resulting from unsupervised hierarchical clustering of samples treated with GSK461364 for 24 hours (n = 3) and controls (n = 3). Only the top 50 differentially expressed genes are displayed. **B**. GSEA plots showing enrichment for genes involved in G2/M-phase (top) and downregulation of genes associated with G1/S-phase (middle) as well as with the E2F3 transcription factor (bottom). **C**. The top 10 up- and downregulated gene sets.

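Fig. 3A prints 53 gene names, 16 shown as higher and 37 as lower, and all 53 had the direction shown in the deposited log2 values. Their log2 fold changes were between 1.21 and 2.37 in size. The displayed genes were chosen by their difference on these arrays, so this tally is not independent evidence. Among the lower genes are noradrenergic lineage genes, with CHGA, which encodes chromogranin A, at -1.29 (standard error 0.08, adjusted p = 0.000374 from limma) and SLC6A2, the noradrenaline transporter gene, at -1.26. The Notch ligand gene DLL3 and HES6, a HES family transcription factor gene, were at -1.25 and -1.21. The transcription regulator gene KLF9 fell from 8.37 ± 0.03 to 6.87 ± 0.16 (SD, n = 3 arrays each), and ID4 had a log2 fold change of -1.39. TP53INP1, a p53 target gene, fell by 1.97, and BCL2L11, which encodes the pro-apoptotic protein BIM, was at -1.25. USP18, an interferon-induced protease gene, fell from 9.36 ± 0.03 to 7.85 ± 0.12 (SD, n = 3 arrays each). INSIG1, a sterol-regulated gene, fell by 1.22, and the small nucleolar RNA host genes SNHG19 and SNHG10 were at -1.69 and -1.29. The higher genes include AGAP4, at 1.27, which belongs to a family of similar gene copies that a probe may not tell apart. The mean log2 value was above 5 for 41 of the 53, and all 41 passed the threshold in limma and in Rank Product. The other 12 were tested only with no filter on low values, and all 53 passed the limma threshold there. These 12 include TSHZ3, at 5.29 ± 0.03 in controls and 3.20 ± 0.16 in treated cells, and FAM13A-AS1, at 3.41 ± 0.15 and 5.51 ± 0.29 (SD, n = 3 arrays each), with 1 group below the filter, where the size of a change is uncertain. ZBED6 at -1.85 lost its call without DMSO replicate 1 or 3 or GSK461364 replicate 1 or 2 (adjusted p from 0.0512 to 0.0633 from limma), ESCO2 at -1.60 without DMSO replicate 1 or 3 or GSK461364 replicate 2 (0.0544 to 0.0588), EXOG at -1.38 without any 1 control array (0.0518 to 0.074) and MIRLET7D at -1.49 without DMSO replicate 2 or 3 (0.056 to 0.0616).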

### GSK461364-mediated PLK1 inhibition has antitumoral activity against human neuroblastoma xenografts in mice

To investigate GSK461364 efficacy *in vivo*, we treated a xenograft model for high-risk neuroblastoma grown subcutaneously in nude mice. The SK-N-AS cell line lacks *MYCN* amplification and is derived from a bone marrow metastasis from a patient with stage 4 disease [44]. SK-N-AS cells were injected subcutaneously into the flanks of immunocompromised mice, and xenograft tumor development was monitored until they reached 200 μl in volume. GSK461364 (50 mg / kg body weight) or vehicle alone (control group) was intraperitoneally administered once daily to 6 mice per group. GSK461364 treatment significantly reduced tumor volume compared to controls (Supplementary Figure 2A). Kaplan-Meier analysis showed that treatment delayed tumor growth to 2,500 mm^3^ by 22 days (time when the first tumor in the control group reached 2,500 mm^3^ compared to when the first tumor in the treatment group reached 2,500 mm^3^, Figure 4A), thus, significantly increasing survival in the treatment cohort. One of 6 mice in the treatment group had to be euthanized due to cachexia. Mice harboring subcutaneous xenograft tumors formed from *MYCN*-amplified IMR32 cells were also treated using the same GSK461364 or control injection regimen. IMR32 xenograft tumors developed considerably slower than SK-N-AS xenograft tumors. GSK461364 treatment also significantly reduced IMR32 xenograft tumor growth compared to the control group (Figure 4B, Supplementary Figure 2B). Immunohistological examination of xenograft tumors showed that GSK461364 reduced the number of proliferating cells and increased the number of apoptotic cells in tumors (Figure 4C). Our data clearly demonstrate that GSK461364 treatment *in vivo* suppresses growth of xenografts derived from neuroblastoma cells with high-risk characteristics regardless of *MYCN* status.

**Figure 4:**
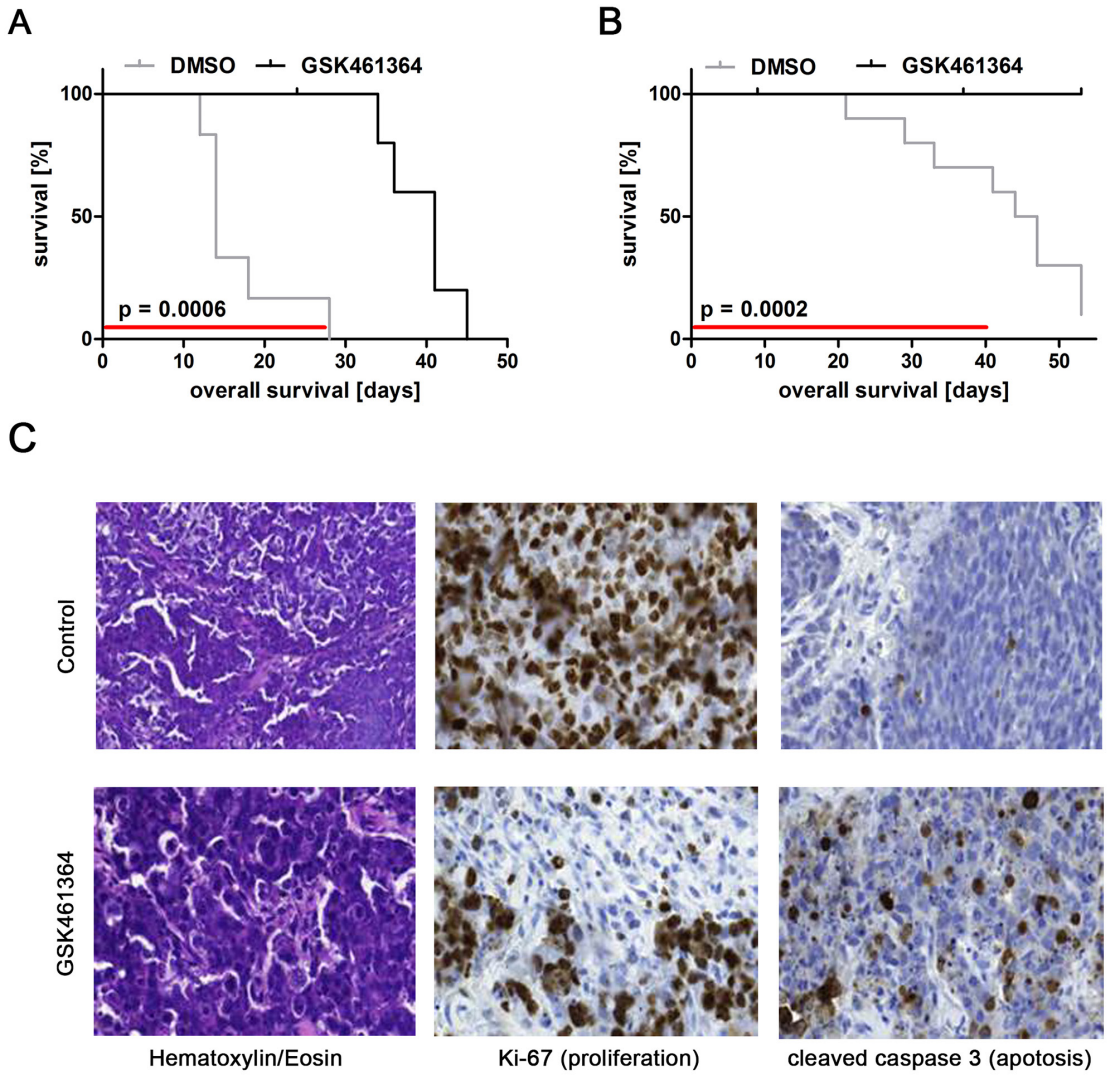
GSK461364-mediated PLK1 inhibition exerts antitumoral activity against human neuroblastoma xenografts in mice Kaplan-Meier analysis of GSK461364-treated and control mouse cohorts in animals injected with **A**. SK-N-AS or **B**. IMR-32 cells. Red lines indicate duration of treatment. **C**. Micrographs show immunostainings for Ki67 to identify proliferating cells and cleaved caspase 3 to identify apoptotic cells in addition to hematoxylin & eosin staining (HE) for SK-N-AS xenograft tumors 3 days after start of treatment.

## DISCUSSION

Treating patients with high-risk neuroblastoma remains challenging, since further escalation of existing therapies is limited by toxicity [45]. Encorporating targeted drugs into existing approaches should lower toxicity while better inhibiting growth characteristics of high-risk neuroblastomas. Here we present preclinical data for the efficacy of the PLK1 inhibitor, GSK461364, against models for high-risk neuroblastoma. GSK461364 inhibited neuroblastoma cell viability *in vitro* via suppressing proliferation and preventing progression through cell cycle blocks at G2 and possibly G1. GSK461364 induced apoptosis *in vitro* and suppressed xenograft tumor growth in mice. GSK461364 inhibited neuroblastoma cell growth regardless of *MYCN* copy number status and presence or absence of *TP53* mutations.

High-level PLK1 expression has previously been reported in a variety of pediatric cancers [6, 22, 46]. Aggressive neuroblastoma subtypes overexpressed both PLK1 transcripts and protein [6]. PLK1 overexpression is known to override the G2/M and spindle checkpoints induced by DNA damage, thereby promoting chromosome instability and aneuploidy and fostering cancer progression [47]. We here show that inhibiting PLK1 with GSK461364 effectively reverted these effects, causing G2/M arrest accompanied by reduced proliferation and apoptosis in neuroblastoma cells. 

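Among E2F transcripts, that of E2F3 had nearly equal levels in both groups, at 12.63 ± 0.03 in GSK461364-treated SK-N-AS cells and 12.65 ± 0.03 in controls (log2 values, SD, n = 3 arrays each). Its log2 fold change was -0.03 (standard error 0.03, adjusted p = 0.556 from limma). E2F8, an atypical E2F, had a log2 fold change of -1.57 (standard error 0.09, adjusted p = 0.000317 from limma). E2F7, the other atypical E2F, was at 0.02 and E2F6, a repressor, at 0.06, and neither passed the test. E2F2 was at -0.21 (adjusted p = 0.0511 from limma) and passed with each array centred on its median (0.0414) or with array weights (0.047). E2F5, a repressor that acts with pocket proteins, was at 0.23 (adjusted p = 0.0149 from limma), a call that ended without DMSO replicate 3 (0.0529). Of the DP partners, TFDP1 fell by 0.17. TFDP2 was at -0.13, and its call ended without any 1 array other than GSK461364 replicate 3 (adjusted p from 0.0652 to 0.08 from limma). Of 11 measured genes of the E2F and RB family, 5 were lower and 1 higher (6 lower and 1 higher when adjusted over the list alone), with a median of -0.13 and an adjusted p of 0.0453 from camera (adjusted p = 0.158 with an estimated correlation). That call also ended without DMSO replicate 1 (adjusted p = 0.0604), GSK461364 replicate 1 (0.0763), 2 (0.0614) or 3 (0.0516), or over members above a log2 value of 7 (0.0644). These are transcript levels, and protein levels were not measured on the arrays.

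**Figure D2:**
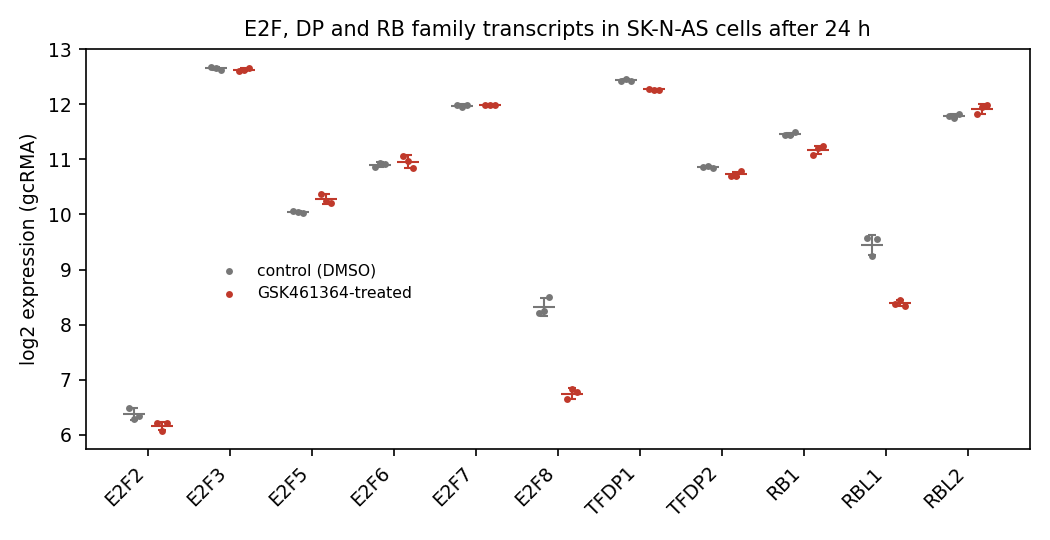
Log2 expression after gcRMA (vertical axis) of the 11 measured E2F, DP and RB family genes in SK-N-AS cells after 24 h. Points are single arrays, horizontal bars are means and vertical bars are the SD over 3 arrays per group, and groups are to be compared within a gene. E2F8 and RBL1 lie lower in treated cells, with log2 fold changes of -1.57 and -1.07, and the E2F3 means are 12.65 in controls and 12.63 in treated cells.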

The expression profiling we conducted with and without GSK461364 treatment also indicated that PLK1 inhibition represses the E2F1 and E2F3 transcriptional activators, which promote G1/S transition [48]. Interestingly, miR-34a, which acts as a tumor suppressor in neuroblastoma, has also been shown to downregulate E2F factors and is suggested to directly suppress PLK1 translation [49–51]. Effects of miR-34a are comparable to those caused by GSK461364 treatment here. E2F family deregulation especially occurs in recurrent neuroblastomas and tumor-derived cell lines, presumably caused by upregulation of factors, such as CDK4, that inhibit the RB1 tumor suppressor [7, 52, 53]. Our analyses of signaling pathways associated with oncogenesis, also showed that GSK461364 treatment restored gene expression associated with unperturbed RB1 function. We conclude that PLK1 inhibition blocks cell cycle progression in neuroblastic cells by blocking PLK1 canonical regulatory function at the G2/M transition as well as cancer cell-specific blockage of G1/S transition occurring presumably via de-repression of RB1-associated gene expression.

Some genetic backgrounds have been proposed to sensitize cancer cells to PLK1 inhibition. Gorlick and colleagues treated a panel of predominantly *MYCN*-amplified neuroblastoma cell lines grown as xenograft tumors in CB17SC scid^−/−^ mice with the PLK1 inhibitor, volasertib [54]. They observed a ≥2-fold increase in the time to event in treated mice, and speculated that the enhanced *MYCN*-driven cell cycle progression might help sensitize neuroblastoma cells to agents that block mitotic progression. In contrast, in our study also GSK461364 treatment of neuroblastoma cells lacking *MYCN* amplifications and expressing low levels of *MYCN* significantly inhibited proliferation, induced apoptosis and caused cell cycle arrest in *in vitro*, and significantly reduced *in vivo* tumor growth of neuroblastoma cells independent of *MYCN* copy number status. Degenhardt and colleagues treated a panel of cell lines derived from adult cancers with GSK461364A, and concluded that cancer cell sensitivity to PLK1 inhibition is mediated by loss of TP53 functionality [55]. *TP53* is rarely mutated in neuroblastomas. However, a TP53 variant (p53ΔC) lacking the nuclear localization signal and part of the oligomerization domain [56], and a truncated TP53 isoform (p53β) [57] being also present in SK-N-AS cells, were reported for neuroblastoma. The neuroblastoma cell lines tested here harbor both wildtype or mutated *TP53* (cf. Figure 1A), but were comparably sensitive to low nanomolar GSK461364 concentrations. We conclude that GSK461364 produces antineoplastic effects in neuroblastoma cells independent of *MYCN* background or TP53 functional status.

Targeted therapies can be circumvented by resistance mechanisms developed by cancer cells during tumor progression. Gilmartin and colleagues treated mice bearing colorectal (Colo205) xenograft tumors with several GSK461364A dosing schedules [35]. Xenograft tumor volume was reduced by all schedules during the treatment period, but resumed growth afterwards. Antimitotic drugs either enhance antiapoptotic protein expression to keep cell fractions alive during mitotic arrest or act cytotoxically depending on cellular context and inhibitor concentration [58, 59]. Cells in stasis might resume proliferation after treatment. Overexpression of the human multidrug resistance gene, *ABCB1*, was also recently reported to reduce GSK461364 activity in cancer cells [60]. Future in-depth preclinical studies addressing whether neuroblastic tumors regrow after PLK1-inhibiting treatment ceases and identifying the resistance mechanisms involved should assist schedule refinement for incorporating PLK1 inhibitors into current protocols for high-risk or relapsed disease. Ferrarotto and colleagues recently observed different sensitivities of cancer cell lines comparing treatments with dihydropteridinone derivatives, BI2536 or volasertib, with GSK461364 [34]. They suggested that higher sensitivity to GSK461364 might result from increased PLK1 selectivity of this compound compared to the two other inhibitors. It remains to be further elucidated if one class of PLK1 inhibitors might be substituted by another in case of resistance. To minimize resistance development, PLK1 inhibitors will most likely be combined with other synergizing targeted agents or conventional chemotherapeutics in treatment regimens. To date, synergism has especially been shown for PLK1-inhibitor based combination therapies with microtubule-interfering drugs (e.g. vincristine) [30, 61–63]. In contrast, the PLK1 inhibitor volasertib showed antagonistic effects when combined with etoposide in a cell line panel of pediatric malignancies [30].

Here we explored the feasibility of treating high-risk neuroblastoma patients with GSK461364 in preclinical models. GSK461364 suppressed proliferation, induced apoptosis and caused cell cycle arrest in neuroblastoma cell lines *in vitro*, and reduced tumor growth and extended survival of mice bearing xenografts of cell lines derived from high-risk neuroblastomas. Our data suggest that GSK461364 has the potential to generate a measurable response in patients with high-risk neuroblastomas and might even be considered for rational combination treatment approaches [31]. GSK461364 should, therefore, be considered for entry into early phase clinical trials in pediatric patients.

## MATERIALS AND METHODS

### Compound

GSK461364, (R)-5-[6-[(4-methyl-1-piperazinyl)methyl]-1H-benzimidazol-1-yl]-3-[(1r)-1-[2-(trifluoromethyl)phenyl]ethoxy]-2-thioph-enecarboxamide (Axon Medchem BV, Groningen, The Netherlands) was dissolved in DMSO for a 10 mmol/l stock solution for *in vitro* studies, and stored at -80°C.

### Cell culture

The SK-N-AS, SH-SY5Y, SH-EP, IMR32, Kelly and SK-N-BE human neuroblastoma cell lines were cultivated in RPMI-1640 medium (Invitrogen, Karlsruhe, Germany) supplemented with 10% fetal calf serum (Invitrogen), 100 U/ml penicillin/streptomycin (Invitrogen) and 2.5 mg/l amphotericin B (PAA Laboratories GmbH, Egelsbach, Germany) and were incubated in a humidified 5% CO2 atmosphere at 37°C. Cell line identity was verified by the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany).

### Cell assays

Neuroblastoma cell lines were seeded onto 96-well plates (2 × 10^3^ cells per well) in triplicate for all assays, and incubated for 24 hours to permit surface adherence. Viability was assessed using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay (Roche, Basel, Switzerland). Apoptosis and proliferation were assessed using the Cell Death and BrdU ELISAs (Roche), respectively. All assays were performed according to the manufacturer's protocols. For cell cycle analysis, SK-N-AS and IMR32 cells were suspended by trypsinization and washed 3 times with PBS, then incubated with propidium iodide for 15 min to stain DNA. Cellular DNA content was analyzed using a FC500 flow cytometer (Beckman Coulter, Krefeld, Germany). Colony forming ability was assessed in SK-N-AS or IMR32 cells by staining colonies with 1,9-dimethyl-methylene blue (Sigma Aldrich, St. Louis, MO, USA) for 45 minutes, washed twice with PBS and colonies were counted. All experiments were independently performed in triplicates at least 3 times, if not otherwise indicated.

### Gene expression analyses

SK-N-AS cells were seeded onto 6-well plates (1 × 10^5^ cells/well), allowed 12 hours to adhere then incubated 24 hours with 500 nM GSK461364 or control medium (containing 0.1% DMSO). Total RNA was extracted using the RNeasyMini kit (Qiagen, Hilden, Germany), and samples were profiled on the Affymetrix Human Gene Expression Array (HG-U133 Plus 2.0, Affymetrix, Santa Clara, CA, USA), both according to manufacturers’ protocols. CEL files were normalized and summarized to gene levels to conduct gcRMA normalization from the Bioconductor repository of statistical tools [64]. Only probes with the highest mean expression for each gene and with a log2 expression >5 were included in the analysis for differential expression using the Rank Product analysis package v2.36.0 in R [65]. Samples were clustered using hierarchical clustering, and dissimilarity calculated using Manhattan distances. Gene set enrichment analysis was performed using GSEA v2.0 software ( www.broadinstitute.org/gsea) [66]. Genes were ranked by calculating the difference in population means scaled by the standard deviation to generate a signal to noise ranking metric. We used publicly available curated gene sets (c2.all.v4.0.symbols.gmt), gene motif sets (c3.all.v4.0.symbols.gmt) and oncogenic signatures (c6.all.v4.0.symbols.gmt) in our analyses. Newly generated microarray data were deposited in the GEO database (accession no. GSE67102).

### Xenograft model

SK-N-AS and IMR32 neuroblastoma cells were cultured to 80% confluency, harvested and suspended in 200 μL Matrigel™ (BD Bioscience, Heidelberg, Germany) for subcutaneous inoculation of 2 × 10^7^ cells into the left flank of 8-week-old female athymic *nu/nu* mice (n = 12 mice). Mice were randomly assigned (6 mice per group) to either GSK461364 or vehicle (0.1% DMSO, 5% glucose) control groups after tumors reached 200 mm^3^. Vehicle control or 50 mg GSK461364 per kg body weight was intraperitoneally injected every second day until all control mice reached the endpoint (tumor volume of 2,500mm^3^) but not longer than 40 days. The same dose and treatment scheme was chosen as used in previous preclinical GSK461364 studies in various xenograft tumor models, and which was shown to be safe and effective [35]. Tumor growth was monitored using a caliper, and tumor volume was calculated using the formula, (breadth × length × height)/2. Mice were euthanized by cervical dislocation when tumor size exceeded 2,500mm^3^. In mice, whose xenograft tumors were to be immunohistologically examined for apoptosis and proliferation, 2 doses of 100 mg GSK461364 per kg body weight were administered every 12 hours over a 3-day course (n = 3 mice in both GSK461364 and vehicle control groups). Mice were euthanized 4 hours after the last treatment injection, and xenograft tumors were excised, formalin-fixed and paraffin-embedded. All animal experiments were performed in accordance with the Council of Europe guidelines for accommodation and care of laboratory animals, and protocols were approved by the Ethical Commission for Animal Experimentation at the University Hospital Essen.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded tissue sections (5 μm) were deparaffinized using routine techniques, and placed in 200 ml of EnVision™ target retrieval solution (pH 6.0; Dako, Hamburg, Germany) for 20 minutes at 100°C. After cooling for 20 minutes, slides were quenched with 3% H_2_O_2_ for 5 minutes before incubating with primary antibodies against cleaved caspase 3 (#cat 9661; 1:200; Cell Signaling, Danvers, MA, USA) to detect apoptotic cells or marker of proliferation Ki-67 (#cat M724029-2, 1:25, Dako) using a Dako Autostainer (Dakocytomation). Immunostaining was visualized using the EnVision™+ kit (Dako).

### Statistics

Pairs of interval variables were compared with Student's two-sided t-tests using SPSS Statistics for Windows, v21.0. (IBM, Armonk, NY, USA). Error bars in figures represent standard deviation. Graph Pad Prism 5.0 (GraphPad Software Inc., San Diego, CA, USA) was used to calculate GI50 or 80 concentrations and to perform Kaplan-Meier analyses.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The GSK461364 PLK1 inhibitor exhibits strong antitumoral activity in preclinical neuroblastoma models
**Source:** Oncotarget. 2016 Dec 27;8(4):6730–41. doi: 10.18632/oncotarget.14268
**Supplement:** Supplementary file 1

Induction chemotherapy for the treatment of non-endemic locally advanced nasopharyngeal carcinoma

SUPPLEMENTARY TABLES

Supplementary Table S1: Univariate analyses of various risk factors for prognosis in 233 patients.

See Suppelemntary File 1

Supplementary Table S2: Toxicities related to different induction chemotherapy regimes.

See Supplementary File 2

# Supplementary material for: The GSK461364 PLK1 inhibitor exhibits strong antitumoral activity in preclinical neuroblastoma models
**Source:** Oncotarget. 2016 Dec 27;8(4):6730–41. doi: 10.18632/oncotarget.14268
**Supplement:** Supplementary file 2

**Supplemental table 1 Univariate analyses of various risk factors for prognosis in 233 patients**

|  | **NO.** | **5y**  **OS** | **Hazard ratio**  **( 95%CI)** | **P** | **5y**  **DFS** | **Hazard ratio**  **( 95%CI)** | **P** | **5y**  **DMFS** | **Hazard ratio**  **( 95%CI)** | **P** | **5y**  **LFS** | **Hazard ratio**  **( 95%CI)** | **P** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Age (yr)** | | | | | | | | | | | | | |
| **＜50y** | 144 | 89.2 | 1 |  | 83.1 | 1 |  | 84.8 | 1 |  | 97.6 | 1 |  |
| **≥50y** | 89 | 82.5 | 2.245(1.130-4.461) | **0.018*** | 67.4 | 1.350(0.821-2.222) | **0.237** | 80.7 | 0.784(0.400-1.539) | **0.480** | 90.5 | 2.515(0.668-9.475) | **0.159** |
| **Gender** | | | | | | | | | | | | | |
| **Male** | 171 | 88.9 | 1 |  | 80.2 | 1 |  | 86.5 | 1 |  | 97.2 | 1 |  |
| **Female** | 62 | 87.2 | 0.707(0.306-1.629) | **0.415** | 79.2 | 0.450(0.229-0.884) | **0.020*** | 84.9 | 0.510(0.226-1.150) | **0.105** | 98.3 | 0.318(0.040-2.543) | **0.280** |
| **AJCC** | | | | | | | | | | | | | |
| **T1-3** | 140 | 87.9 | 1 |  | 81.1 | 1 |  | 83.6 | 1 |  | 95.6 | 1 |  |
| **T4** | 93 | 86.4 | 1.018(0.505-2.051) | **0.961** | 72.7 | 0.818(0.487-1.374) | **0.447** | 79.6 | 0.901(0.476-1.706) | **0.750** | 98.7 | 0.209(0.026-1.679) | **0.141** |
| **AJCC** | | | | | | | | | | | | | |
| **N0-2** | 178 | 90.8 | 1 |  | 83.2 | 1 |  | 88.6 | 1 |  | 97.5 | 1 |  |
| **N3** | 55 | 79.9 | 1.033(0.462-2.309) | **0.937** | 47.4 | 1.233(0.708-2.149) | **0.459** | 73.9 | 1.075(0.526-2.196) | **0.843** | 78.8 | 1.698(0.424-6.801) | **0.455** |
| **Clinical stage** | | | | | | | | | | | | | |
| **Ⅲ** | 94 | 88.2 | 1 |  | 82.7 | 1 |  | 87.8 | 1 |  | 98.1 | 1 |  |
| **Ⅳa-b** | 139 | 81.3 | 0.865(0.431-1.736) | **0.683** | 67.1 | 0.888(0.542-1.454) | **0.637** | 75.4 | 0.758(0.411-1.400) | **0.376** | 93.4 | 0.642(0.172-2.399) | **0.510** |
| **Stage** | | | | | | | | | | | | | |
| **T1-2N2-3** | 82 | 81.6 | 1 |  | 70.5 | 1 | **1** | 76.1 | 1 | **1** | 98.5 | 1 | **1** |
| **T3-4N0-1** | 31 | 86.2 | 0.646(0.181-2.297) | **0.499** | 78.7 | 0.612(0.252-1.486) | **0.278** | 81.5 | 0.652(0.218-1.954) | **0.445** | 96.3 | 0.405(0.049-3.313) | **0.399** |
| **T3-4N2-3** | 120 | 84.7 | 1.152(0.553-2.401) | **0.705** | 62.6 | 0.868(0.516-1.461) | **0.594** | 75.2 | 1.043(0.541-2.013) | **0.889** | 90.3 | 0.112(0.014-0.913) | **0.041*** |
| **Pathological type** | | | | | | | | | | | | | |
| **WHOⅡ** | 61 | 91.7 | 1 |  | 76.5 | 1 |  | 79.0 | 1 |  | 97.5 | 1 |  |
| **WHOⅢ** | 158 | 84.0 | 1.466(0.497-4.325) | **0.488** | 82.1 | 1.515(0.739-3.108) | **0.253** | 88.4 | 1.076(0.491-2.359) | **0.854** | 97.9 | 2.060(0.251-16.892) | **0.510** |
| **Induction chemotherapy regimens** | | | | | | | | | | | | | |
| **PF** | 26 | 63.9 | 1 | **1** | 62.9 | 1 | **1** | 65.3 | 1 | **1** | 88.6 | 1 | **1** |
| **TP** | 129 | 82.7 | 0.512(0.223-1.172) | **0.113** | 62.3 | 0.576(0.300-1.106) | **0.097** | 70.2 | 0.597(0.252-1.414) | **0.241** | 97.4 | 0.644(0.107-3.884) | **0.631** |
| **GP** | 59 | 92.4 | 0.181(0.048-0.675) | **0.011*** | 72.9 | 0.368(0.160-0.884) | **0.018*** | 77.7 | 0.589(0.219-1.583) | **0.294** | 98.2 | 0.343(0.028-4.222) | **0.404** |
| **Retropharyngeal lymph node** | | | | | | | | | | | | | |
| **No** | 107 | 91.4 | 1 | **1** | 73.5 | 1 |  | 82.2 | 1 |  | 97.4 | 1 |  |
| **Yes** | 126 | 85.3 | 3.513(1.565-7.885) | **0.002*** | 77.4 | 1.810(1.085-3.021) | **0.023*** | 79.4 | 1.462(0.781-2.735) | **0.235** | 95.1 | 1.448(0.381-5.500) | **0.587** |
| **Invasion of the skull base** | | | | | | | | | | | | | |
| **No** | 164 | 90.3 | 1 | **1** | 82.3 | 1 |  | 86.0 | 1 |  | 97.4 | 1 |  |
| **Yes** | 69 | 77.2 | 3.413(1.692-6.885) | **0.001*** | 72.5 | 1.268(0.752-2.138) | **0.374** | 82.4 | 1.050(0.532-2.073) | **0.889** | 95.4 | 0.316(0.039-2.549) | **0.254** |
| **Neck lymph node metastasis** | | | | | | | | | | | | | |
| **None&Unilateral** | 44 | 89.0 | 1 | **1** | 83.7 | 1 |  | 88.3 | 1 |  | 85.7 | 1 |  |
| [**Bilateral**](javascript:void(0);) | 189 | 79.5 | 10.399(1.409-76.765) | **0.022*** | 71.8 | 3.171(1.364-7.371) | **0.007*** | 74.5 | 1.887(0.791-4.504) | **0.146** | 97.5 | 2.455(0.306-19.715) | **0.769** |
| **Lymph nodes were performed before treatment** | | | | | | | | | | | | | |
| **No** | 213 | 90.7 | 1 | **1** | 85.1 | 1 |  | 89.7 | 1 |  | 97.3 | 1 |  |
| **Yes** | 20 | 81.4 | 0.980(0.233-4.134) | **0.978** | 60.6 | 1.120(0.447-2.805) | **0.808** | 77.7 | 1.116(0.341-3.653) | **0.856** | 75.0 | 1.897(0.231-15.544) | **0.544** |

# Supplementary material for: The GSK461364 PLK1 inhibitor exhibits strong antitumoral activity in preclinical neuroblastoma models
**Source:** Oncotarget. 2016 Dec 27;8(4):6730–41. doi: 10.18632/oncotarget.14268
**Supplement:** Supplementary file 3

**Supplemental table 2 Toxicities related to different induction chemotherapy regimes**

|  | **PF (No./%)** | | | | | **TP (No./%)** | | | | | **GP (No./%)** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **0** | **1** | **2** | **3** | **4** | **0** | **1** | **2** | **3** | **4** | **0** | **1** | **2** | **3** | **4** |
| **Anemia** | 26(100.0) | 0(0) | 0(0) | 0(0) | 0(0) | 120(93.0) | 7(5.4) | 2(1.6) | 0(0) | 0(0) | 51(86.4) | 8(13.6) | 0(0) | 0(0) | 0(0) |
| **Thrombocytopenia** | 26(100.0) | 0(0) | 0(0) | 0(0) | 0(0) | 111(86.0) | 7(5.4) | 11(8.5) | 0(0) | 0(0) | 53(89.8) | 5(8.5) | 1(1.7) | 0(0) | 0(0) |
| **Neutropenia** | 1(3.8) | 12(33.3) | 8(30.8) | 5(19.2) | 0(0) | 69(53.5) | 32(24.8) | 26(20.2) | 2(1.6) | 0(0) | 25(42.4) | 15(25.4) | 16(27.1) | 3(5.1) | 0(0) |
| **Febrile neutropenia** | 20(76.9) | 6(23.1) | 0(0) | 0(0) | 0(0) | 124(96.1) | 5(3.9) | 0(0) | 0(0) | 0(0) | 55(93.2) | 3(5.1) | 1(1.7) | 0(0) | 0(0) |
| **Vomiting** | 11(42.3) | 15(57.7) | 0(0) | 0(0) | 0(0) | 35(27.1) | 78(60.5) | 16(12.4) | 0(0) | 0(0) | 21(35.6) | 33(55.9) | 5(8.5) | 0(0) | 0(0) |
| **Hand–foot syndrome** | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) |
| **Ototoxicity** | 21(80.8) | 5(19.2) | 0(0) | 0(0) | 0(0) | 114(88.4) | 15(11.6) | 0(0) | 0(0) | 0(0) | 48(81.4) | 11(18.6) | 0(0) | 0(0) | 0(0) |
| **Neuropathy** | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) | 0(0) |

How the deposited data were processed for this re-analysis (not part of the article)

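Gene expression was measured in SK-N-AS neuroblastoma cells, with 3 arrays of cells incubated with GSK461364 for 24 h and 3 arrays of controls in 0.1% DMSO. The paper's dose of 500 nM was used for the groups, and the labels' 5 nM and the design text's 1 nM are given as a conflict. Groups and replicate numbers came from the sample labels, which the paper's n of 3 per group matches.

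The authors hybridised RNA to Affymetrix HG-U133 Plus 2.0 arrays and processed them with gcRMA from Bioconductor, which corrects the background by probe sequence, normalizes the arrays to each other and summarizes probes. The submitters' processing notes name GCRMA, with no version given in the sources used here. The authors kept, for each gene, the probe with the highest mean, and the deposited values are on a log2 scale with 1 row per gene. The table holds 10177 rows, and each row lies above log2 5 on at least 1 array, so a filter on low values was already applied by the authors. gcRMA draws weak signals towards a shared low value, and 35 rows had 1 value on all 6 arrays and 199 rows 1 value on all 3 arrays of a group, so a change of a weak row can be understated. The series value table held the same values under the same names for 10169 rows, and the other 8 rows are named as calendar dates in the normalized table and as septins or a selenoprotein in the series value table. Gene symbols were kept as deposited. Of them, 9330 matched a current symbol in the RefSeq table of GRCh38.p14, 710 matched a synonym and 137 matched neither. No genome build is named for the array values, so no coordinates are given. Arrays have no read depth, and the number of arrays limits the precision. The 2 groups had no values of the same array, and no array date or slide was given, so a batch that follows the groups was not tested.

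From the deposited values, genes with a mean above log2 5 over the 6 arrays were tested (10041 genes, with 136 left out). The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a block, and p-values were adjusted by Benjamini-Hochberg over all genes tested. Every adjusted p of a gene is from this limma fit unless another test is named. Array clustering used Manhattan distance as in the paper's methods and complete linkage, and the ratio of distances between and within groups was given with a one-sided exact permutation test over the 10 splits of the arrays. The 30 gene lists were written before the data were examined and were tested with camera, two-sided, at a preset correlation of 0.01, with adjustment over all lists. They cover S-phase, G2/M, DNA replication, RB1-E2F targets, the E2F and RB family, G1 cyclins and CDK inhibitors, mitotic entry, the kinetochore and spindle checkpoint, chromosomal passenger and kinesin genes, PLK and Hippo kinases, YAP targets, p53 targets, the BCL2 family, cholesterol synthesis, adrenergic and mesenchymal identity, Notch, immediate early, NF-kB, interferon, histone, tubulin, stress response, hypoxia, DNA damage repair, ribosomal protein and snoRNA host genes, and markers of epithelial, blood and Schwann cells. A list needs at least 2 measured genes for the test.

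The genes named in the text are those the paper names in its text or in Fig. 3A, the 10 largest rises and 10 largest falls past the threshold whose groups did not overlap, up to 4 members of each list with the largest changes past the threshold, and any member of lists of 16 genes or fewer. A gene named outside this rule is marked as named after its values were seen.

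The steps were tested on simulated data for 10041 genes with the means and spread of these arrays. In the simulated comparison of 3 arrays against 3, limma recovered 82% of 100 genes changed by 0.5 log2 units and 98% of 100 genes changed by 1 log2 unit, with 15 false calls. Rank Product recovered 98% and 100%, with 25 false calls. A simulated list of 40 genes shifted by -0.5 was called by camera at either correlation and by fgsea, and none of 20 unchanged lists was. The simulated genes varied independently of each other, so this does not show how the list tests behave with correlated genes. Far fewer simulated genes were changed than the 3643 called in the data.

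Alternatives were set before the data were examined. They were other filters on low values, quantile normalization, median centring, the series value table, a replicate block, array weights, an intensity trend, Rank Product, the methods' t-test, a 2-fold minimum, camera with an estimated correlation, fry, fgsea 1.28.0 with 10000 permutations on the signal-to-noise ranking, genes above log2 7, other distances and linkages, and leaving out each array. The paper's Rank Product package was not used here, and the statistic was computed over the 9 pairs of a treated and a control array with 100 permutations and a share of false positives under 0.05. Averaging the probes of a gene was not run, since the deposited table has 1 row per gene. The paper's gene sets were not used here, and its experiments on viability, cell cycle by flow cytometry, apoptosis, protein and xenografts were not analysed here.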

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

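The cholesterol synthesis, small nucleolar RNA host, histone, hypoxia, adrenergic and p53 target lists passed the camera threshold at the preset correlation, each call ended with an estimated correlation (adjusted p from 0.117 to 0.177), and the lists lie outside the genes the paper discusses. The S-phase and mitotic pattern, which the paper reports, is weighed here as well. The share of phase-specific cells, the level of falling genes and the estimated correlation for fatty acid genes were tests chosen after the result was seen.

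Most S-phase genes fell while most G2/M genes rose. The S-phase median was -0.53 after quantile normalization. The authors had already normalized the arrays to each other by gcRMA, so this step could change little. It therefore does not settle whether a scaling error of the arrays has a part. Signal near the lower end of the range was not tested by a minimum of log2 7, since all 43 S-phase genes lie above it and the median stays at -0.51. The median control level of the list was 11.8. A changed share of cells in each phase, alone, stays open: 3 of 54 G2/M genes were lower, CBX5, CDK1 and HN1, which lies between the bounds set for the test, and arrays of whole cultures cannot separate a change per cell from a change in the share of cells.

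Cholesterol synthesis genes were lower after GSK461364. Of 21 measured genes, 16 were lower and 1 higher at an adjusted p under 0.05 from limma (the same counts when adjusted over the list alone), with a median log2 fold change of -0.27 (adjusted p = 1.53e-07 from camera, adjusted p = 0.117 with an estimated correlation). INSIG1 fell by 1.22, HMGCS1 by 0.57, IDI1 by 0.54 and DHCR7, of the last step of synthesis, by 0.52. The median was -0.29 after quantile normalization, which could change little in arrays already normalized by gcRMA and so leaves array normalization undecided. A wider fall of lipid synthesis stays open: 11 measured fatty acid synthesis genes, listed before their values were seen, had a median of -0.13, between the bounds set beforehand, with 6 lower at an adjusted p under 0.05 from limma and the others not past it (p = 0.000787 from camera, p = 0.0698 with an estimated correlation, both for this list alone). SCD at -0.41 and FASN at -0.30 are named after their values were seen.

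Rises of 2-fold or more may lie in weakly hybridised rows more often than falls do: 15 of the 22 rises had a control mean below log2 7, against 5 of the 58 falls and 1279 of all 10041 genes. A rise of all weak rows is opposed by the 1258 rows with a control mean between log2 5 and 7, whose median log2 fold change was 0 (quartiles -0.11 and 0.13). The control mean is the lower group of a rise and the higher group of a fall, so a split by it favours rises in advance. By the lower group of each, 15 of 22 rises and 24 of 58 falls (41.4%) were below log2 7. This leaves open that large changes in either direction have 1 group at a low level. Non-coding and pseudogene rows were 4 of 21 rises and 5 of 54 falls with a known gene type (Fisher's exact p = 0.256). At these numbers a p above the threshold does not show that the shares are alike. The shares were 19.0% of these rises and 9.3% of these falls, against 2.9% of all tested genes with a known gene type.

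The small nucleolar RNA host gene list had a median of -0.41 (adjusted p = 0.00627 from camera, adjusted p = 0.117 with an estimated correlation), with 5 of 8 genes lower and none higher from limma (1 higher at an unadjusted p under 0.05 and when adjusted over the list alone, none by Rank Product), among them TAF1D at -1.15. The histone list had a median of -0.34 (adjusted p = 0.000687 from camera, adjusted p = 0.177 with an estimated correlation), with 7 of 10 genes lower, also when adjusted over the list alone, and none higher from limma (none at an unadjusted p under 0.05 or by Rank Product), led by HIST2H2BE at -1.40. The hypoxia list had a median of -0.15 (adjusted p = 0.0217 from camera, adjusted p = 0.117 with an estimated correlation), with 9 of 19 genes lower and 3 higher from limma, also when adjusted over the list alone, such as BNIP3L at -0.55 and EGLN3 at -0.48. The adrenergic identity list had a median of -0.090 (adjusted p = 0.0144 from camera, 0.0555 from fgsea, adjusted p = 0.117 with an estimated correlation), with 7 of 16 genes lower and 1 higher from limma (8 lower and 1 higher when adjusted over the list alone), and ISL1, a lineage transcription factor gene, at -0.32. The p53 target list had a median of -0.046 (adjusted p = 0.0237 from camera, adjusted p = 0.117 with an estimated correlation and 0.0531 without DMSO replicate 2), with 9 of 24 genes lower and 3 higher from limma, also when adjusted over the list alone, among them ZMAT3 at -1.12, PMAIP1 at -0.74 and PPM1D at -0.45.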

How the results depend on the processing

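The splits for higher and lower genes taken apart were tests chosen after the result was seen. No list median and no named gene changed sign where the main run or the alternative passed the threshold. Signs of values that passed in neither were not tallied. More genes were higher than lower except by Rank Product and with at least a 2-fold change. The number of changed genes stayed within 1.5 times of 3643 except by Rank Product (477 changed, 225 higher, 252 lower, with 465 of the 477 also called by limma) and with at least a 2-fold change (80 changed, 22 higher, 58 lower). The 2-fold minimum removes genes by its construction, and for Rank Product the cause was not tested. Leaving out 1 array gave 2589 to 3406 changed genes, 1394 to 1954 higher and 1120 to 1452 lower. The S-phase and RB1-E2F lists passed under each alternative, of which members above log2 7 are all S-phase and DNA replication genes and test nothing for those medians. With an estimated correlation, the G2/M list (median 0.35) and DNA replication (median -0.17) did not pass. That run estimates the correlation of each list from the 6 arrays in place of the preset 0.01, and the cause of the loss was not tested. The ratio of clustering distances was 2.06 to 2.30 with 1 array left out and 4.72 with 1 minus Pearson correlation, which is on another scale. Of 427 values of the other lists under alternatives, 391 kept their side of the threshold, 20 lost the call and 16 gained it, among the latter those from fry, which does not compare a list with other genes. Of 1127 values of 161 named genes, 1105 kept their side, 10 lost the call and 12 gained it, and of 963 values with 1 array left out, 53 lost it and 9 gained it. Filtering on at least 1 array removed no gene, so it equals no filter, and the series value table gave the same values. With the replicate number as a block, 3178 genes were changed, 1737 higher and 1441 lower, but the correlations of deviations between arrays of the same number were 0.03, 0.07 and 0.07, so the numbers are not taken to pair the arrays, although each array correlated best with its own number, a hint from the data only. Under this block the E2F and RB family list lost its call (adjusted p = 0.0605 from camera). CDK4 (adjusted p = 0.0506 from limma), CCND3 (0.0656), TFDP2 (0.0677), MKI67 (0.0733) and EXOG (0.0638) lost theirs, and E2F2 passed (0.0294). The 10 splits of the arrays are too few to judge chance: only 1 of 10, the real one, reached 3643 changed, 2047 higher or 1596 lower genes, and the highest other split called 0. For list medians 1 of 10 splits was as large, and the highest other was 0.18 in size for the S-phase list (real -0.51), 0.16 for G2/M (0.35), 0.10 for DNA replication (-0.17) and 0.18 for RB1-E2F targets (-0.43). The probe average was not run.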

Differences from the paper's values

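The paper reads its expression profiling, for which it gives E2F gene sets, as a repression of the activators E2F1 and E2F3 by PLK1 inhibition. It also reports lower E2F1 and E2F3 by western blotting in treated SK-N-AS and IMR-32 cells. That is a protein measure, which transcript levels on arrays neither repeat nor contradict. The E2F3 transcript had a log2 fold change of -0.03 (adjusted p = 0.556 from limma), and under 13 alternatives set before the data were examined its log2 fold change was -0.04 to -0.02, its adjusted p was 0.344 to 0.785 and none passed the threshold. The lists of E2F-regulated genes, on which the paper's gene set results bear, were lower here (median -0.43 for RB1-E2F targets). E2F1 was not analysed here. The legend of Fig. 3A gives the paper's number of displayed genes as 50, and 53 names are printed in the figure.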

Other observations

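Among identity genes of neuroblastoma, the mesenchymal list had 10 of 20 genes higher and 1 lower at an adjusted p under 0.05 from limma (the same counts when adjusted over the list alone). AXL, a receptor tyrosine kinase gene, was higher by 1.02 and CD44, a surface marker gene, by 1.18, from a weak control level of 4.58. FOSL2 and FOSL1, AP-1 factor genes, were higher by 0.53 and 0.52. The list had a median of 0.15 and did not pass camera (adjusted p = 0.0614), and it passed after quantile normalization (0.0337), median centring (0.0422), fgsea (0.00115) or without DMSO replicate 3 (0.0281), while it did not with an estimated correlation (adjusted p = 0.158). For the other lists, the counts are the same when adjusted over the list alone unless given. Of 8 NF-kB list genes, 5 were higher and 2 lower, with the matrix metalloproteinase genes MMP1 at 0.66 and MMP10 at 0.65, and NFKBIA, which encodes an inhibitor of NF-kB, at -0.68 (adjusted p = 0.083 from camera for the list). Of 17 YAP target genes, 5 were higher and 3 lower, with NT5E at 0.80 and MYOF at 0.59 (adjusted p = 0.913 from camera). Under fry, which tests whether the genes of a list move on balance one way and not whether they differ from other genes, lists without a camera call passed as well, among them the YAP targets (adjusted p = 0.0225).

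Genes of the BCL2 family went both ways, with 3 of 9 higher and 2 lower (3 higher and 3 lower when adjusted over the list alone). Pro-apoptotic BAK1 was at 0.28 and anti-apoptotic BCL2L2 and MCL1 were at 0.23 and 0.22 (adjusted p = 0.583 from camera for the list). Of 28 DNA damage repair genes, 9 were lower and 4 higher (10 lower and 5 higher when adjusted over the list alone), with BARD1 at -0.76, TOPBP1 at -0.67 and BRIP1 at -0.66 (adjusted p = 0.083 from camera). Of 9 Notch genes, 4 were lower and 3 higher (5 lower and 3 higher when adjusted over the list alone), with HES1 at -0.65 and the ligand gene JAG1 at 0.38 (adjusted p = 0.257 from camera). Of 27 immediate early genes, 8 were lower and 6 higher, with ATF3 at -1.15, JUND at -0.71 and ZFP36 at -0.65 (adjusted p = 0.426 from camera). Of 17 interferon genes, 5 were lower and 1 higher, with HERC5 at -0.67 (adjusted p = 0.107 from camera, 0.0498 without DMSO replicate 1 and 0.0475 from fgsea). Of 20 stress response genes, 4 were lower and 3 higher, with DDIT4 at -0.95 and DNAJB9 at -0.62 (adjusted p = 0.503 from camera). Of 12 tubulin genes, 3 were lower and none higher from limma (1 higher at an unadjusted p under 0.05, none by Rank Product), with TUBB2B at -0.50 (adjusted p = 0.083 from camera). Of 14 genes of the PLK family and Hippo kinases, 2 were higher and 1 lower (1 higher and 1 lower when adjusted over the list alone), and STK4 and STK3, whose products the paper probed by western blotting, were at 0.10 and -0.15 and did not pass (adjusted p = 0.099 and 0.0633 from limma). STK4 passed without GSK461364 replicate 3 (0.0346) and STK3 with median centring (0.0485). The list did not pass camera (adjusted p = 0.906).

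The MYCN row had a mean below the filter, at 5.33 ± 0.31 in treated cells and 4.18 ± 0.36 in controls (SD, n = 3 arrays each), and with no filter it passed at an adjusted p of 0.0114 from limma. Of markers of other cell types, 2 epithelial genes were measured, with KRT18 at 0.42 and KRT8 at 0.09, and 2 Schwann cell genes, with PMP22 at 0.34 and GAP43 at 0.14 (which passed without DMSO replicate 1, at 0.0493 from limma), of which KRT18 and PMP22 passed and the lists did not pass camera (adjusted p = 0.257 and 0.15). The only measured blood cell gene, PTPRC, which encodes CD45, had a log2 value of 14.19 ± 0.01 in treated cells and 14.21 ± 0.00 in controls (SD, n = 3 arrays each), and its row was not traced to a probe here.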
